A study of Mus musculus with 2 samples. Its data were reported in "Endothelial Pim3 kinase protects the vascular barrier during lung metastasis" (2024).

How the data were processed

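Single-cell RNA sequencing was analysed in 2 libraries of mouse lung cells, 1 per group. Per the labels, C57BL/6 mice received phosphate-buffered saline (control) or 400000 B16-F10 cells in 100 microlitres through the tail vein, with 2 mice per treatment, and lungs were taken after 6 h. The paper of the study differs and gives 3 mice pooled per sample in this experiment. B16-F10 is a mouse skin melanoma line, and its cells carried a green tracker dye. Cells positive for Pecam1 (an endothelial surface protein) and negative for Ptprc (a leukocyte surface protein) were sorted, and dyed melanoma cells were added from the injected lungs. Cells of the mice in 1 treatment were pooled before library preparation, so each group has a single measurement and no replicate error.

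The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and barcode, written by Cell Ranger 7.2.0 per the file headers. A UMI marks 1 captured RNA molecule. The deposited count matrices list all barcodes, not only called cells, and no normalization or filter had been applied. The study's methods name the mm10 genome. The paper of the study gives an earlier Cell Ranger version than the headers. The labels name a v2 kit, while the 1597090 and 1779952 barcodes listed are more than the barcode set of that kit holds, so version and kit are not settled. Whether reads in introns were counted is not stated, and the default depends on the version. Counting them would raise the UMIs of long genes. The matrices hold 32285 gene IDs, of which 32235 were found in the GENCODE M21 annotation of GRCm38, the same build as mm10. Coordinates come from that annotation and count from 1.

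The control library held 85794655 UMIs and the B16-F10 library 104978816. Barcodes with at least 300 genes numbered 10498 and 11576. Cells with 1000 to 5000 genes and under 20% mitochondrial UMIs were kept, which are the limits of the study. Doublets were scored per library with Scrublet in scanpy 1.11.5, in place of the study's DoubletFinder. The highest scores were called up to the kit guideline of 0.8% per 1000 cells, which removed 564 control cells (6.72%) and 554 B16-F10 cells (6.66%). This left 7830 and 7767 cells, with a median of 7500 and 8544 UMIs and of 3011 and 3262 genes.

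UMIs were scaled to 10000 per cell and log-transformed. Of 3000 variable genes asked for, 2958 remained once the genes of the rCap and interferon lists were left out, so that cell classes did not follow the response. Each gene was centred and scaled within its library. Cells were joined by 20 nearest neighbours on 30 principal components and clustered with leidenalg 0.10.2 at resolution 0.8, which gave 25 clusters. Classes were named from markers fixed before the data were examined. The thresholds of the naming rule were set after a first clustering had been seen. A marker counted when it was at least 1.5-fold above the mean of the other clusters and present in at least 10% of cells. A class needed at least 3 markers and no fewer than 50% of its list. Endothelial cells (ECs) needed 6 of 8 endothelial markers, each in at least 50% of cells. Clusters that met the endothelial rule together with a non-endothelial class were called mixed and kept out of the ECs. They made up 7.97% of control cells and 14.8% of B16-F10 cells. A class was also withheld where the 10 leading genes of a cluster held more markers of another class. Endothelial clusters without a vessel class stayed unnamed but counted as ECs, and made up 4.44% and 6.86% of cells. They include 167 control and 196 B16-F10 cells with 8 of 8 gCap markers, which were kept out of the gCap-like class because Cox4i2, a mural marker, was among their leading genes. Another cluster that met no rule made up 0.102% and 0.489%. Unlike the study, no cluster was removed for low counts in the results reported first.

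UMIs were summed per class and library and expressed as counts per 1000000 UMIs of that sum (CPM), with exact Poisson 95% intervals. Ratios are B16-F10 over control on the log2 scale, with no pseudocount and an exact conditional binomial interval. Shares of cells carry exact Clopper-Pearson intervals, and differences between shares carry Newcombe intervals. All intervals cover counting error only. With 1 library per group there was no test and no p-value. Where a sum was 0, a fold was computed against a floor of 3 counts. Genes with at least 50 UMIs over both sums entered the gene lists. The median ratio of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries. Intervals of list medians came from 1000 Poisson draws. The rCap and interferon lists are the study's own markers, chosen partly on these libraries. The rCap list holds 44 of the study's 50 rCap markers: 5 that the interferon list also holds, and Kit, a gCap marker, were left out before the data were examined. The JAK-STAT, stress, adhesion and NF-kB, and angiogenesis lists were written by hand before the data were examined. The rCap list shared 5 genes with the JAK-STAT list and 2 with the angiogenesis list, and the interferon list shared 2 with the JAK-STAT list. For the rCap score, each gCap-like cell was thinned to 2000 UMIs and its UMIs of the list were summed, and a cell above the 95th percentile of control was called rCap-high.

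Most genes named are those written down from the study before the data were examined, list members and class markers. Others are the 10 that rose and the 10 that fell most in gCap-like ECs, ranked by the interval limit nearest to no change. Leading genes of some clusters, picked after the data were seen, and the sex-linked genes Xist and Ddx3y are also named. Free RNA, released by broken cells into all droplets, was profiled in barcodes with 1 to 100 UMIs. Barcodes with over 100 UMIs and under 300 genes, 21475 in the control and 55149 in the B16-F10 library, were left out of that profile. They held 3492151 UMIs in the control library, against 5671612 in its profile. In the B16-F10 library they held 8280706, against 3432273. All estimates and subtractions of free RNA depend on this limit, and no other limit was tried. The alternatives covered other limits on genes and mitochondrial UMIs, keeping doublets, keeping the lists in clustering, a doubled resolution, integration with Seurat 5.3.0 (SCTransform 0.4.2 and reciprocal PCA, as in the study), other scalings, subtraction of free RNA, thinning, and other gene filters. A pair of further alternatives, leaving out clusters with a low median UMI count and using all 50 rCap markers of the study, were chosen after seeing the data. The statistics were tested on simulated data. Among 13216 gene sums drawn for gCap-like ECs, 95.4% of the 95% intervals held the true ratio, and 100% of the 199 changed genes tested had the true direction. The sums were Poisson draws, the model that the intervals assume, so this checks the calculation only. Variation between cells and between mice was not simulated. Of 100 unchanged lists drawn over those 13216 genes, 9 lay outside the central 95% of random lists, where 5 would be the nominal number, so percentiles near that limit carry little weight.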

Results

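To examine how lung ECs change shortly after melanoma cells arrive, the study compared lungs of mice 6 h after tail vein injection of B16-F10 melanoma cells with lungs of mice injected with saline. In the data used here, from 1 of the study's experiments, each group was represented by 1 single-cell library. The control library held 85794655 UMIs and the B16-F10 library 104978816, and 7830 and 7767 cells remained after filtering. ECs numbered 7181 in the control library and 6421 in the B16-F10 library. There was no replicate library, so every difference below compares 2 libraries, and intervals cover counting error only.

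The first comparison asked whether melanoma cells were present. Melanoma-like cells, named from pigment genes such as Pmel, Mlana and Dct, made up 77 of 7767 cells in the B16-F10 library (0.991%, 95% interval 0.783 to 1.24). The control library held 1 such cell among 7830 (0.0128%, 0.000323 to 0.0711). The difference was 0.979 percentage points, and it was largest, at 1.31, when cells with at least 500 genes were kept.

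Melanoma transcripts were also found outside cells. In barcodes with 1 to 100 UMIs, the melanoma list of 8 genes had 14.99 CPM in the control library and 894 CPM in the B16-F10 library. The plot of the melanoma list by barcode size gives these levels for all barcodes.

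**Figure D1:**
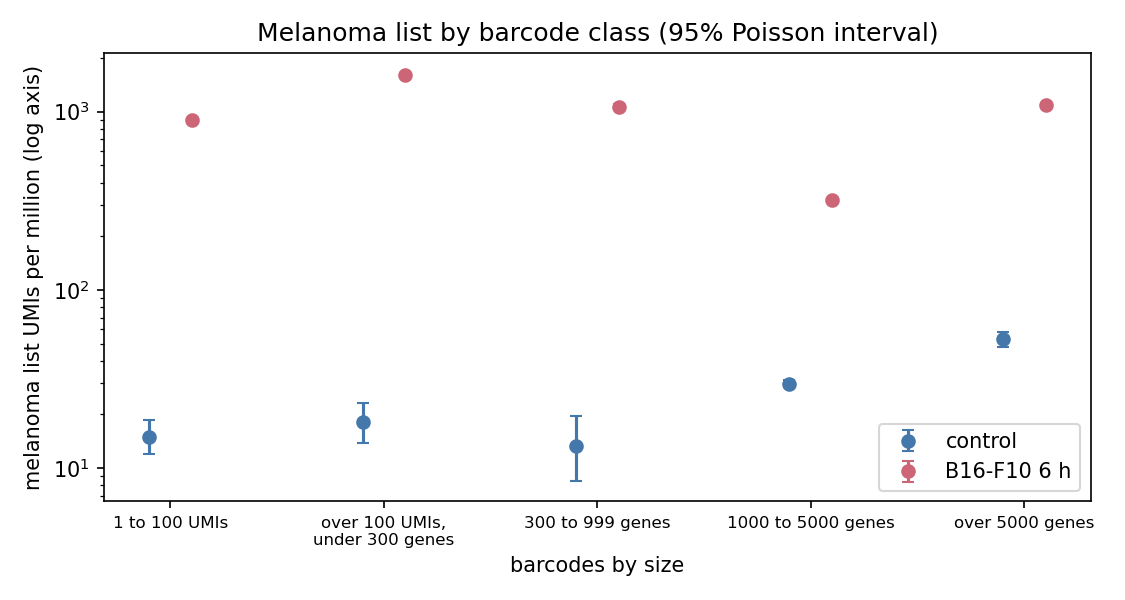
Melanoma list CPM (log axis) in barcodes grouped by size, for the control and the B16-F10 library, with exact Poisson 95% intervals. The B16-F10 library lay above the control in every group, from 894 against 14.99 in barcodes with 1 to 100 UMIs to 1090 against 52.9 in barcodes with over 5000 genes.

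The next comparison concerned the composition of the endothelium. General capillary (gCap-like) cells made up 67.3% of ECs in control (66.2 to 68.4) and 69.2% in B16-F10 lungs (68.1 to 70.4). The difference of 1.92 percentage points (0.356 to 3.49) changed sign under 4 of 9 alternatives, 1 of them chosen after seeing the data, reaching -3.93 under the study's integration method, so it had no stable direction. Aerocyte capillary (aCap-like) cells fell from 20.2% (19.3 to 21.2) to 15.1% (14.2 to 15.96) of ECs, a difference of -5.19 percentage points (-6.46 to -3.91). This difference shrank to -0.548 when filtering and clustering were redone with cells of over 5000 genes kept. Only 54 aCap-like cells in each library were over that limit, too few to make this move by themselves. It was -0.693 when clusters with few UMIs were left out, an alternative chosen after seeing the data. Artery-like cells made up 2.67% and 2.16% of ECs, vein-like cells 4.14% and 4.45%, and lymphatic (LEC-like) cells 0.794% in both. These last 3 differences lay within counting error. Leukocytes had been sorted out, and few remained: macrophage/monocyte-like cells numbered 5 in control and 35 in B16-F10 lungs (0.0639% and 0.451% of cells), neutrophil-like cells 3 and 19 (0.0383% and 0.245%), and lymphoid-like cells 8 and 29 (0.102% and 0.373%). The limit of 5000 genes affected the macrophage/monocyte-like counts. When it was lifted, 11 control and 28 B16-F10 cells of that class had over 5000 genes. An unnamed cluster of 8 and 38 cells was led by the B cell genes Igkc and Cd79a. Cd79a was a class marker, and Igkc was named after its values were seen.

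The study followed Pim3, Bcl3 and Inhbb as markers of a reactive capillary state, rCap. Pim3 (ENSMUSG00000035828, GRCm38 chromosome 15, 88862186 to 88865726, plus strand) encodes a serine/threonine kinase. In gCap-like ECs it had 2246 UMIs in control and 11499 in B16-F10 lungs, which is 62.1 CPM (59.6 to 64.7) and 296 CPM (291 to 302). The log2 ratio was 2.25 (2.19 to 2.32), and it moved most, to 1.86, when all ECs were summed. Bcl3 (ENSMUSG00000053175, chromosome 7, 19808462 to 19822770, minus strand) rose from 18.1 CPM (16.7 to 19.5) to 119 CPM (116 to 122), a log2 ratio of 2.72 (2.60 to 2.84). Inhbb (ENSMUSG00000037035, chromosome 1, 119415465 to 119422248, minus strand) rose from 5.28 CPM (4.56 to 6.09) to 93.7 CPM (90.7 to 96.8), a log2 ratio of 4.15 (3.94 to 4.37). All 3 are protein-coding genes. Free RNA, scaled to its estimated share of 3.16%, would supply 8.34 CPM of Pim3, 3.20 of Bcl3 and 1.72 of Inhbb in gCap-like ECs of the B16-F10 library. These estimates depend on the UMI limit set for near-empty barcodes.

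Outside gCap-like cells, the ratio of Pim3 was 1.67 in aCap-like (1.56 to 1.78), 1.49 in artery-like (127 and 315 UMIs) and 1.23 in vein-like ECs (1.09 to 1.37). In LEC-like ECs, Pim3 had 46 and 40 UMIs, and its ratio of -0.24 (-0.89 to 0.40) was within counting error of no change. Whether these classes differ was not tested.

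**Figure D2:**
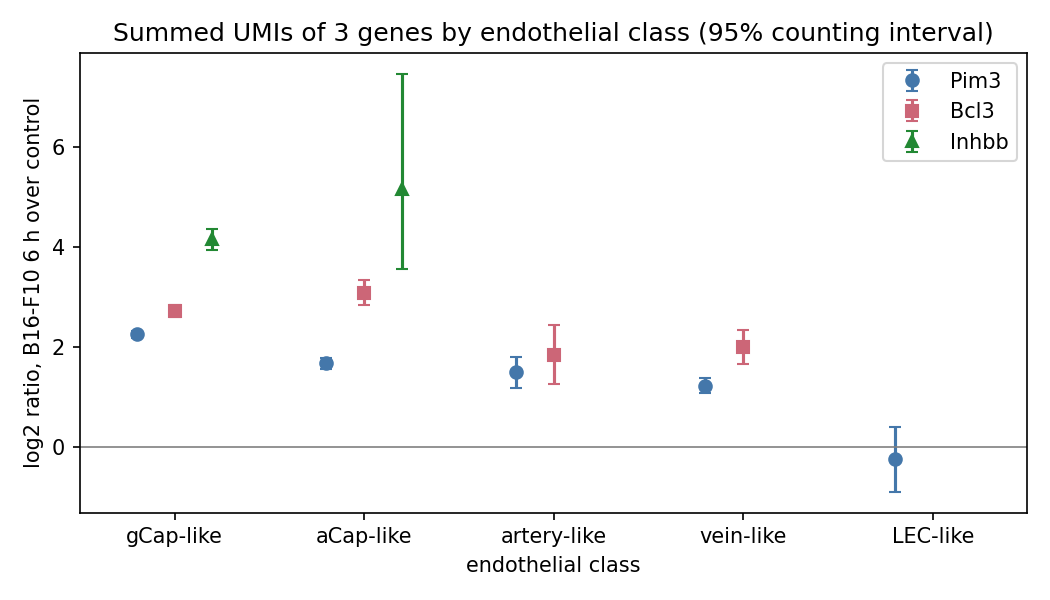
Log2 ratio of summed UMIs, B16-F10 over control, of Pim3, Bcl3 and Inhbb in each endothelial class, with exact 95% counting intervals. Genes with fewer than 50 UMIs over both sums of a class are left out, so Inhbb is missing for artery-like and vein-like ECs and LEC-like ECs show Pim3 alone.

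Among the other genes fixed beforehand from the study, Socs3 (log2 ratio 2.93), Tmem252 (2.60), Pfkfb3 (1.94), Adamts9 (1.82), Ackr3 (1.66), Scarb1 (1.47), Osmr (1.10), Pim1 (0.77), Jak2 (0.67), Col4a2 (0.55), Mif (0.44), Esam (0.39) and Vegfa (0.18) were higher in gCap-like ECs of the B16-F10 library, beyond counting error. Dll4 was lower, at -0.17 (-0.22 to -0.11). Pim2, at 0.00 (-0.45 to 0.46), and Vegfb, at 0.14 (-0.04 to 0.32), did not differ beyond counting error.

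The rCap list, 44 of the study's 50 rCap markers, was chosen partly on these libraries and is thus not independent evidence. It had a median log2 ratio of 1.58 in gCap-like ECs (1.51 to 1.64). All 44 genes were higher, from Col4a1 at 0.43 to Lalba at 5.30, and the median was above that of all 10000 matched random lists. The median moved most when all ECs were summed, to 1.37. Over all 50 markers of the study, an alternative chosen after seeing the data, it was 1.47, with 49 genes higher. It was 1.06 in aCap-like, 0.89 in artery-like and 0.91 in vein-like ECs. In LEC-like ECs, 26 genes of the list could be measured, with a median of 0.02 (-0.08 to 0.21).

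Of the lists written by hand, the adhesion and NF-kB list had a median of 1.19 in gCap-like ECs (1.00 to 1.32) with 18 of 19 genes higher, and the stress list a median of 0.51 (0.49 to 0.55) with 19 of 24 higher. The JAK-STAT list had a median of 0.38 (0.34 to 0.41) with 30 of 40 higher, and it shared 5 genes with the rCap list. The interferon list of the study had a median of 0.22 (0.19 to 0.25) with 37 of 50 higher. Each of these medians was above all matched random lists. The angiogenesis list had a median of 0.08 (0.02 to 0.09), at the 74.5th percentile of random lists.

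**Figure D3:**
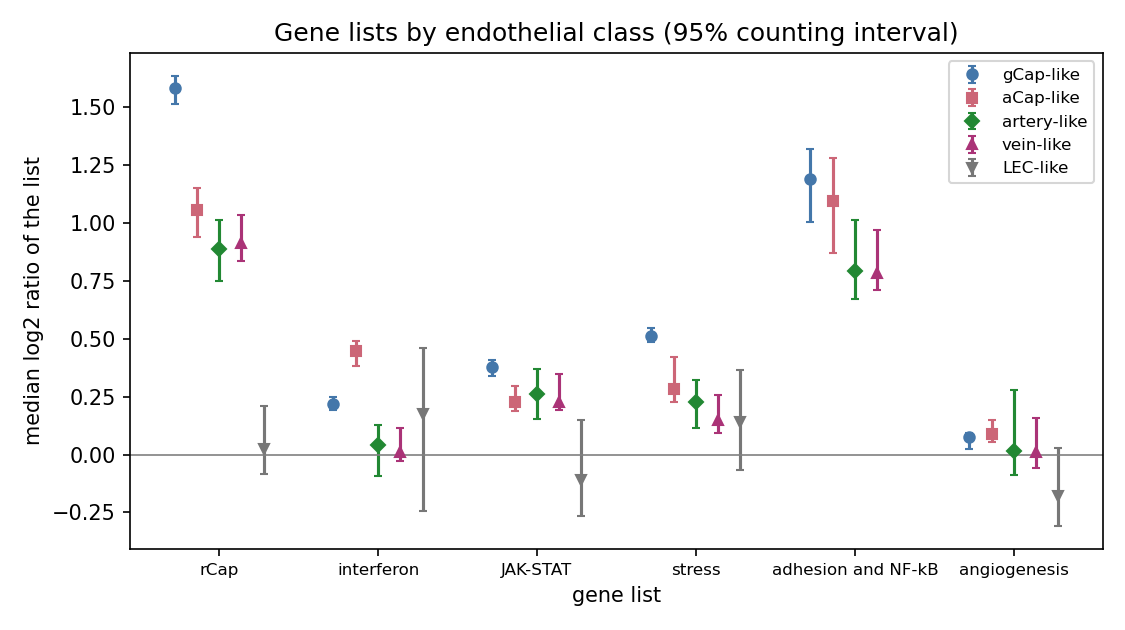
Median log2 ratio, B16-F10 over control, of 6 gene lists in each endothelial class, with 95% intervals from Poisson draws. The rCap list lay at 1.58 in gCap-like ECs and at 0.02 in LEC-like ECs; lists with fewer than 5 measured genes in a class are left out.

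To ask how many capillary cells carried the rCap genes, a score was computed on cells of equal depth. At 2000 UMIs per cell, 62 control and 30 B16-F10 gCap-like cells were too shallow and were left out. The median score was 20 UMIs in control and 36 in B16-F10 lungs. rCap-high cells, with over 34 UMIs of the list, made up 228 of 4771 control cells (4.78%, 4.19 to 5.42) and 2382 of 4415 B16-F10 cells (54.0%, 52.5 to 55.4). Without thinning, the shares were 5.01% and 59.7%, at median depths of 7307 and 8439 UMIs. The threshold mattered most: above the 99th percentile of control, the B16-F10 share was 34.8%.

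**Figure D4:**
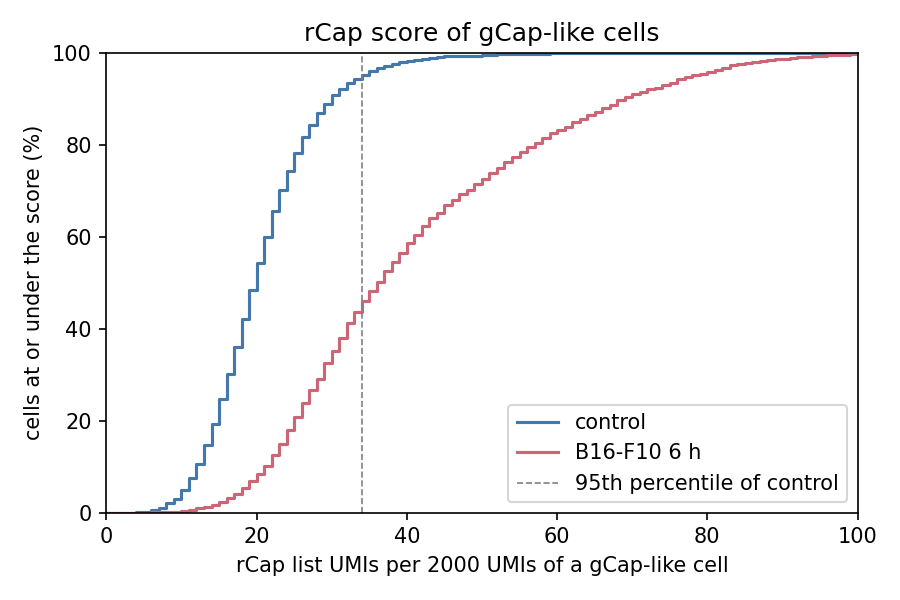
Cumulative share of gCap-like cells (%) against the rCap score, the UMIs of the rCap list in a cell thinned to 2000 UMIs, for each library. The dashed line at 34 marks the 95th percentile of control, above which 54.0% of B16-F10 cells and 4.78% of control cells lay.

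By the size of the change, the 10 genes that rose most in gCap-like ECs were Dct, Tyrp1, Ptgds, Mlana, Sele, Mt2, Selp, Lalba, Mt1 and Myc. Dct, Tyrp1, Ptgds and Mlana were abundant in melanoma-like cells. Dct stood at 15.2 CPM in gCap-like ECs of the B16-F10 library, where free RNA would supply 11.6 CPM, and Mlana at 4.17 CPM, where it would supply 4.57. These supplies depend on the limit of 100 UMIs for near-empty barcodes. In the B16-F10 library, the melanoma list had 894 CPM up to that limit. It had 1612 CPM in barcodes with over 100 UMIs and under 300 genes. Free RNA may therefore supply more of the melanoma genes than these values. Of the adhesion genes, Sele rose from 2 to 260 UMIs (log2 ratio 6.92, 5.05 to 9.97) and Selp from 8 to 476 UMIs (5.79, 4.80 to 7.01). The 10 genes that fell most were Agmo, Sema5a, Rbp7, Gm6213, Fabp4, Fgf10, Ttn, Flvcr2, Cxcr4 and Gldc. Sema5a fell from 86.8 to 9.97 CPM (log2 ratio -3.12, -3.28 to -2.97). Fabp4 fell from 26.9 to 5.28 CPM, but free RNA would supply 28.0 and 5.25 CPM, as much as was seen, since near-empty barcodes held 1413 CPM of Fabp4 in the control library and 166 in the B16-F10 library. The median log2 ratio over all 13228 genes measured in gCap-like ECs was -0.04.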

Values the study reported

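The study obtained 21220 ECs from control lungs and 19,266 ECs from metastatic lungs at 6 h, each over 3 independent experiments. It obtained 91 B16-F10 cells in all.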

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

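Of the tests in this part, the ratio of excess melanoma RNA and the search for pigment gene reads on shared barcodes were chosen only after the results were seen, as was the limit of 0.5 for opposite directions.

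Melanoma list UMIs appeared in barcodes outside the gene limits of the main analysis, some of which entered alternatives with wider limits, at levels above those of the control library. They had 894 CPM in barcodes with 1 to 100 UMIs, 1612 CPM in barcodes with over 100 UMIs and under 300 genes, 1067 CPM in barcodes with 300 to 999 genes, and 1090 CPM in barcodes with over 5000 genes. The control levels were 14.99, 18.0, 13.2 and 52.9 CPM. Free RNA of melanoma cells is a candidate explanation for the barcodes without a cell. In the test planned for it, 50 other genes that lead melanoma-like cells were 2.72-fold higher in near-empty barcodes of the B16-F10 library, against 59.7-fold for the list, which decides nothing because lung RNA also holds some of these genes. The excess of the 50 genes over the control was 2.20 times that of the list, near the ratio of 1.78 in melanoma-like cells, which is consistent with melanoma RNA on top of lung RNA. In barcodes with over 5000 genes, 11 B16-F10 cells and no control cell were melanoma-like when the limit was lifted, among 394 and 219 cells.

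The control library, whose mice received no melanoma cells, held 2597 UMIs of the list. Of these, 96.1% came from Mitf (2493 UMIs) and Sox10, which other cell types express, so expression by lung cells may account for most. Reads carried over from the B16-F10 library would fall on its barcodes. The 500 barcodes richest in the list there held 0.0385% of the control's list UMIs (0.000975 to 0.214), against 0.0288% of all control UMIs, a share no larger beyond counting error. Of the 101 control UMIs of pigment genes, 0 lay on the 500 barcodes richest in them in the B16-F10 library, where full carry-over would place 69.7. Both values argue against carry-over as the main source, and the origin of those 101 UMIs stays open.

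Some genes moved in opposite directions in different vessel classes. Of 202 genes compared, those the study names and the members of the 6 response lists, 29 did so beyond counting error. In 2 of these, Ackr3 and Csf1, the whole counting interval lay beyond 0.5 on the log2 scale in each direction. Other genes whose ratios, but not whose intervals, passed that limit include Jak2 (0.67 in gCap-like and -0.96 in LEC-like ECs) and Cmah (2.57 in vein-like and -0.76 in LEC-like ECs). Class markers outside those lists were not compared, and some of them, such as the red cell gene Hba-a1 (2.91 in vein-like and -1.37 in aCap-like ECs), also moved both ways. With so many genes and classes compared, chance alone gives some opposite pairs. Ackr3 rose in gCap-like ECs (1.66) and fell in LEC-like ECs (-2.66, -4.06 to -1.49), where it rested on 43 and 7 UMIs. Csf1 fell in gCap-like ECs (-0.57, -0.63 to -0.50) and rose in artery-like ECs (0.80, 0.52 to 1.07). The difference between the classes was not tested, because there was no replicate library. Free RNA could carry a gene from one class to another, but the directions remained once it was subtracted: Ackr3 stood at -2.93 in LEC-like ECs and 1.67 in gCap-like ECs, and Csf1 at -0.57 and 0.81. A response of each vessel class to melanoma cells and a difference between the pooled mice both stay open, untested.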

How the results depend on the processing

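The alternatives that left out clusters with a low median UMI count and that used all of the study's rCap markers were chosen only after the results were seen; the others were fixed before the data were examined. Over 16 results, 194 alternative values were computed. Of these, 162 stayed within the counting interval of the result, 28 moved outside it with the same sign, and 4 moved outside it and changed sign. No paired analysis was possible because each group holds 1 library, so the groups share fewer than 2 replicate numbers.

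The share of gCap-like ECs changed sign. Its difference of 1.92 percentage points became -0.350 with at least 500 genes per cell, -1.92 with no upper limit of genes, -3.93 with Seurat integration and -3.58 without low-UMI clusters. The cause was not tested. The aCap-like difference of -5.19 moved to -0.548 with no upper limit of genes, whose cause was not tested, and to -0.693 without low-UMI clusters. It kept its sign under all 9 alternatives, from -5.97 to -0.548. The artery-like, vein-like and LEC-like differences stayed within their intervals, which include 0. The vein-like difference ranged from -0.218 to 0.636 and the LEC-like one from -0.115 to 0.145, so neither has a direction. The melanoma-like difference of 0.979 moved to 1.31 with at least 500 genes, 0.751 with at least 1500 genes and 0.674 under 10% mitochondrial UMIs; the cause was not tested.

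No gene or list result in gCap-like ECs changed direction. Summing all ECs moved Pim3 to 1.86, Inhbb to 4.81, the rCap list to 1.37 and the rCap-high share to 48.8%, since other classes entered. Seurat integration moved Inhbb to 3.59, the stress list to 0.48 and the rCap-high share to 51.3%. Keeping the lists in clustering moved Inhbb to 3.84 and the stress list to 0.48. Thinning to 2000 UMIs moved Pim3 to 2.12, the JAK-STAT list to 0.33, the stress list to 0.57 and the angiogenesis list to 0.020. Scaling by the median ratio of all genes moved the interferon list to 0.26, the JAK-STAT list to 0.42, the stress list to 0.55 and the angiogenesis list to 0.11. With no upper limit of genes the interferon list moved to 0.19, and with a minimum of 10 UMIs the angiogenesis list moved to 0.13. Using all 50 rCap markers of the study moved the rCap list to 1.47, since the 6 added markers ranged from -0.09 to 0.60. The rCap-high share of 54.0% moved to 50.7% at a doubled resolution, 56.6% at 4000 UMIs and 34.8% above the 99th percentile, where the higher threshold by construction admits fewer cells. The cause of the other moves was not tested. Bcl3 ranged from 2.63 to 2.76 and the adhesion and NF-kB list from 1.09 to 1.28, within their intervals.

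Depth limited the smaller classes. LEC-like ECs held 468219 and 481303 UMIs against 36160880 and 38822647 in gCap-like ECs, so 26 of 44 rCap genes and 2 of 22 adhesion and NF-kB genes were measured there.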

Other observations

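Of the tests in this part, those of a handling effect on the whole library, of free RNA in aCap-like ECs, of the low-UMI cluster, and of melanoma cells and an end stage for the ECs led by Csf2 were chosen only after the results were seen.

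The rise of the rCap list in gCap-like ECs (1.58) was set against technical explanations. It was 1.59 after subtraction of free RNA, 1.55 with every cell thinned to equal UMIs and 1.62 when scaled by the median ratio of all genes. In gCap-like cells without a UMI of platelet, mural, myeloid or melanoma markers it was 1.54, over 3479 control and 1902 B16-F10 cells. These values argue against free RNA as profiled in near-empty barcodes, depth, a few dominant genes and admixed cells as the whole cause. A handling effect on the whole library would raise the list in every class, but the 26 genes measured in LEC-like ECs had a median of 0.023 there (-0.08 to 0.21) and of 1.12 in gCap-like ECs. Dissociation stress cannot be told apart: the stress list rose by 0.51, above 0 but below 50% of the rCap median, the level set for it beforehand. A handling effect that spares LEC-like cells, and a difference between the pooled mice, also stay open, since each group is 1 library. From these libraries alone, a response to melanoma cells remains a hypothesis. The paper gives other evidence for it, which was not examined here. It reports independent single-cell experiments, and RT-qPCR of rCap markers in lung ECs of separate mice. It also reports in situ hybridization near melanoma cells and cultured ECs exposed to tumor cells or their medium.

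The rCap score may have shifted in most gCap-like cells and not only in a part of them. At a score of 11 or less lay 7.61% of control and 0.589% of B16-F10 cells, so cells drawn from the control distribution could make up at most 7.74% of the B16-F10 cells. At the control median of 20 or less lay 8.36% of B16-F10 cells. A distinct group on top of a broad shift is not excluded. A gCap-like cluster led by Lalba, Tmem252 and Adamts9 held 67 control and 1045 B16-F10 cells. It formed although the rCap list was left out of clustering. Whether it matches the rCap cluster of the study was not tested, and as a cluster mostly of 1 library it may be a property of that library.

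The aCap-like ECs also shifted. The 20 genes that rose most in them, picked after their values were seen, included Cxcl10, Inhbb, Bcl3 and Socs3, and also melanoma genes such as Dct. Their summed UMIs rose by 3.52 on the log2 scale in aCap-like ECs, 2.51 in gCap-like, 1.39 in artery-like, 1.35 in vein-like and 0.50 in LEC-like ECs. Because these genes were picked for their rise, and the LEC-like sum started from 127 UMIs in a small class, these values do not decide whether free RNA contributes. The rCap list, fixed before the data were examined, had a median of 1.06 in aCap-like ECs and of 1.12 once free RNA was subtracted. This argues against free RNA, as profiled in near-empty barcodes, as the whole cause of the list's rise there. For the melanoma genes among the 20, free RNA stays open: it would supply 7.84 of the 12.3 CPM of Dct.

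The lower aCap-like share of ECs may rest on how cells fell into clusters, and this cannot be told apart from a change in the cells. A low-UMI cluster held 519 control and 67 B16-F10 cells, with a median of 4559 UMIs. Without the 5 clusters with a median under 5321 UMIs, the difference was -0.693 percentage points (-2.02 to 0.635), but removing a cluster already seen to be rich in control cells must shrink it, so this decides nothing. Low UMIs are not the only imbalance: of the other aCap-like clusters, one held 759 control and 99 B16-F10 cells at a median of 10904 UMIs, and another 176 and 801 at 11643. A cluster mostly of 1 library may be a property of that library and not a cell type.

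ECs led by Csf2, Sox9, Fosl1 and Hbegf numbered 302 in the B16-F10 library and 8 in control, and were given no vessel class. For melanoma cells in the same droplets, the melanoma list had a log2 ratio of -0.64 (-0.94 to -0.36) over gCap-like cells of the same library. The list includes Mitf, which other cell types express, and its pigment genes alone were not compared. The ratio shows no raised list level and does not exclude melanoma cells in these droplets. The median doublet score of these cells was 0.0406, below the 0.0722 of gCap-like cells. Both medians cover only cells kept after the highest scores had been removed. They show no raised score among kept cells and do not exclude doublets. An end stage of the rCap shift with a list level above that of gCap-like cells is argued against by a median log2 ratio of -0.54 (-0.63 to -0.42) for the rCap list over gCap-like cells of the same library. The median does not speak for single markers. Inhbb had a higher log2 ratio over all ECs (4.81) than in gCap-like ECs (4.15), so it may be an exception. A looser link to the shift is not ruled out, because the summed level of the list, 18741 CPM, was below their 20558 CPM but above the 10347 CPM of control gCap-like cells. gCap markers were at 0.278 times the gCap-like level, but this decides nothing, because those markers helped to leave the cluster unnamed. Its origin stays open, and as a cluster mostly of 1 library it may be a property of that library.

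ECs led by Fabp4, Rbp7 and Aqp7 numbered 173 in control and 35 in the B16-F10 library. Capillaries of fat tissue or of heart muscle, taken along with the lung, are possible explanations that cannot be told apart. In the control library, adipocyte genes were higher around these cells than in other ECs by a log2 ratio of 7.71 (7.14 to 8.31), and heart muscle genes by 4.06 (3.58 to 4.51). Adipocyte genes stood at 123 CPM in these cells and 0.589 CPM in other ECs, and heart muscle genes at 53.0 and 3.18 CPM. In near-empty barcodes of the control library they stood at 9.17 and 74.2 CPM, which are levels of undiluted free RNA. The estimated share of free RNA over all ECs of that library was 2.35%. At that share, free RNA would supply only a small part of the level of either list in these cells. The share in these cells alone was not estimated, so a larger part from free RNA is not ruled out. Neither fat tissue nor heart muscle is excluded as their origin.

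Sex-linked genes gave no sign of a difference between the groups. Xist had 3 and 1 UMIs in ECs of the control and B16-F10 libraries. Ddx3y, on the Y chromosome, had 117 and 112 CPM.

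The EC and melanoma cell counts here cover 1 library per group, while those quoted from the study cover several experiments, so no direction was drawn between them.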
